A study of Mus musculus with 9 samples.

How the data were processed

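RNA was measured in E14 cells, a line of mouse embryonic stem cells, grown in the naive state in 2i/LIF medium, which holds a MEK inhibitor, a GSK3 inhibitor and the cytokine LIF. The series has 3 groups of 3 samples: untreated cells, cells transfected with a control siRNA against luciferase (siLuc) and cells transfected with siRNA against Stag3 (siStag3). The siRNA treatments lasted 48 hours, with a second transfection on the day after seeding, per the labels' protocols. mRNA libraries were prepared from total RNA with the KAPA mRNA HyperPrep kit, per the labels' protocols.

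The authors deposited a table of raw counts per gene, with an Ensembl gene ID, a mouse gene symbol and a column for each of 9 libraries. The aligner, the counting tool, the genome build, the annotation release and the strand setting are not stated in the labels or in the table, so no coordinates are given. All values are whole numbers, and the column totals differ. The table lists 16636 genes, and the smallest sum over the 9 libraries is 9 counts, so genes with fewer counts were left out before the table was deposited. Total counts ran from 29332436 to 44527534 per library. At this depth, 3 counts, taken as the smallest amount that can be told from 0, equal 0.0674 to 0.102 CPM, the usual measure of a count relative to the total of its library. Such floors cover counting error only, since the reads carry no stated molecular identifiers.

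Column names gave the group of each library, together with a set number (1 or 3) and an experiment number (1, 3 or 5). They do not carry the replicate numbers of the sample titles, so each column was assigned to a group and not to a numbered replicate. Each group has 2 libraries of Set 1 and 1 library of Set 3. The labels do not say what a set or an experiment is. The set was used as a technical batch, because the libraries separated by it, and the experiment number was not used for pairing. Libraries are named below by group, set and experiment.

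Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (estimateDisp, robust glmQLFit, glmQLFTest). All 9 libraries entered 1 fit with a mean per group, TMM normalization factors and the filterByExpr filter, which kept 14246 genes. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Adjusted p-values of single genes are from this edgeR test unless another test is named. The standard error (SE) of a log2 fold change was taken as its absolute value divided by the square root of F. CPM values were scaled by the TMM factors and are given as mean ± SD. The single test of Stag3 CPM was a two-sided exact permutation test of 3 against 3 libraries, which cannot give a p-value below 0.1.

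This design, with no term for the set, was fixed before the data were examined and gives the main results. After the libraries were seen to separate by set, a fit with the set as an additive covariate was added, and its values are given beside the main ones. A further fit combined the set covariate with a GC correction. It subtracted from each library the median deviation of the genes in each of 20 bins of GC content. GC content, transcript length and shared 31-base sequences were taken from the GENCODE M21 transcripts, which hold 16604 of the 16636 gene IDs. RefSeq genes of GRCm38.p6 were used only to find which genes overlap Stag3.

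5 gene lists were also fixed before the data were examined: naive pluripotency, formative and primed pluripotency, cohesin and its regulators, the microRNA pathway and P-bodies, and the interferon response. The lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), with adjustment over the 5 lists. Single genes are named by a rule fixed at the same time. Stag3, Stag1 and Stag2 are always named. For each contrast, the 3 largest rises and the 3 largest falls are named among genes past the threshold with a mean of at least 1 log2 CPM and no overlap between the CPM of the groups. Where no gene passed, the 3 genes with the smallest p-value are named. The same rule was applied to the fit with the set covariate.

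The alternatives tried were DESeq2 size factors, scaling by total count only, the DESeq2 1.42.0 Wald test, no filter, a mean of at least 50 counts, only the 6 libraries compared, a non-robust fit and an absolute log2 fold change of at least 1. Each library was also left out in turn, and the lists were tested with fry. Set 1 alone, thinning of all libraries to the smallest total, and leaving out mitochondrial genes with the 10 genes of highest count were added after the data were seen. No library was left out of the main results.

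The tests were tried on simulated data for 14136 genes, drawn from the means and library sizes of the real libraries, with 199 genes changed. The edgeR test without the set recovered 58% of genes changed by a log2 fold change of 1 and 10.1% of those changed by 0.5, with 1 false call among 69. The fit with the set covariate recovered 88% and 64.6%, with 18 false calls among 170, which is above the nominal 5%. DESeq2 made 5 false calls among 115 without the set and 27 among 171 with it.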

Results

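Gene expression was measured by mRNA sequencing in naive E14 mouse embryonic stem cells, with 3 libraries each of untreated, siLuc and siStag3 cells. STAG3 is a subunit of cohesin, the ring complex that holds chromosomes together, and is best known from meiosis. The siLuc control allows for the effect of transfection. It does not separate lower Stag3 from other effects of the Stag3 siRNA, and the series has no other Stag3 siRNA condition. Total counts were 34601250, 33857076 and 44527534 in the untreated libraries. They were 32262069, 36936018 and 31587903 in siLuc and 36561638, 32780073 and 29332436 in siStag3. Mitochondrial genes took 3.48% to 6.78% of the counts of a library.

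The libraries separated by set more than by group. The first principal component of log2 CPM held 41.1% of the variance and placed the 6 Set 1 libraries from -20.46 to -2.70 and the 3 Set 3 libraries from 17.09 to 39.87. The second held 15.6%. Deviations from the group means had a mean correlation across genes of 0.316 over 15 pairs of libraries from the same set and different groups. Genes are not independent replicates. The biological coefficient of variation of edgeR was 14.6% without the set and 7.62% with it. When the set entered as a covariate, 6076 of 14246 genes differed between the sets, 3053 higher and 3023 lower in Set 3. In Set 3 the siLuc library was of experiment 1 and the other 2 libraries were of experiment 5.

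**Figure D1:**
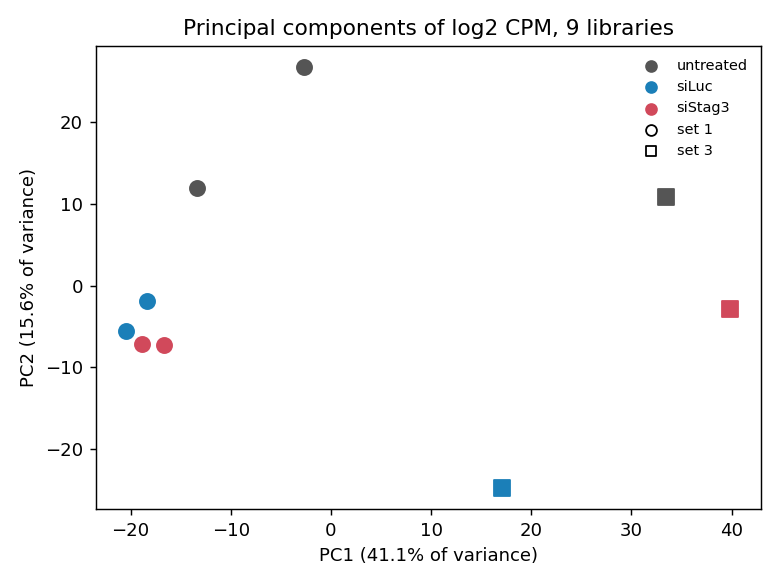
Principal components of log2 CPM for 9 libraries, with the first component (41.1% of the variance) on the x axis and the second (15.6%) on the y axis; colour gives the group and marker shape the set. The Set 1 libraries lie from -20.46 to -2.70 on the first component and the Set 3 libraries from 17.09 to 39.87.

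The first question was how far the siRNA lowered its target. Stag3 (ENSMUSG00000036928) was at 25.7 ± 2.54 CPM in untreated cells, 24.2 ± 2.20 in siLuc and 14.8 ± 1.12 in siStag3 (SD, n = 3). The siStag3 mean was 61.2% of the siLuc mean and 57.6% of the untreated mean. The fall was thus partial, and the comparisons below do not test a full loss of Stag3. Stag3 counts ran from 474 to 1320 per library. Single libraries were at 13.5, 15.2 and 15.6 CPM in siStag3, below each siLuc library (22.5, 23.4 and 26.7 CPM). The exact permutation test gave p = 0.1 for siStag3 against siLuc, the smallest value that 3 against 3 libraries allow. The log2 fold change was -0.71 (SE 0.110). In the edgeR test its unadjusted p was 8.5e-05, and its p adjusted over all genes tested was 0.605. Stag3 was chosen as the siRNA target before the data were examined, so the unadjusted p applies to it as a single planned gene. The set covariate left it at -0.71 (SE 0.0722, adjusted p 0.00205, edgeR). Leaving out 1 library moved the fold change most, to between -0.75 and -0.63 over 6 fits. The GC correction with the set covariate gave -0.69 (adjusted p 6.39e-06, edgeR). Within Set 1 the difference was -0.67 and within Set 3, with 1 library per group, it was -0.77. Between siLuc and untreated cells Stag3 differed by -0.09 (SE 0.108, edgeR adjusted p 0.758). Stag3 overlaps Gpc2 and Gal3st4 in the RefSeq annotation, and whether counting used strand is not stated. Gpc2, looked at for this overlap, differed by 0.03 between siStag3 and siLuc (SE 0.325, edgeR adjusted p 1).

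The paralogs Stag1 (ENSMUSG00000037286) and Stag2 (ENSMUSG00000025862) showed no change past the threshold in siStag3 against siLuc. Stag1 differed by -0.08 (SE 0.234) and Stag2 by -0.07 (SE 0.156), both with an edgeR adjusted p of 1. Stag2 was higher in siLuc than in untreated cells by 0.36 (SE 0.156, edgeR adjusted p 0.58). The difference was 0.36 with the set covariate (SE 0.0880, edgeR adjusted p 0.0394) and 0.14 with the GC correction (adjusted p 0.0717).

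The central comparison was siStag3 against siLuc. No gene passed the threshold in the main edgeR test of 14246 genes, and 307 genes (2.15%) had an unadjusted p under 0.05. The alternative that moved this count most was the set covariate with the GC correction, with 51 genes, 25 higher and 26 lower. The set covariate alone gave 4 genes, 2 higher (Glrx and Tmem50a) and 2 lower (Stag3 and Rbm47), and the planned DESeq2 Wald test gave 7. All 4 genes also passed with the GC correction. Each of the 4 kept its direction in both sets. The log2 differences within Set 1 and Set 3 were 0.56 and 0.47 for Glrx, 0.46 and 0.58 for Tmem50a, and -0.48 and -0.77 for Rbm47. Across 9060 genes with a mean of at least 3 log2 CPM, the correlation of the Set 1 difference with the Set 3 difference was -0.0713. It was 0.18 after the GC correction.

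The 3 genes with the smallest p-values in the fit without the set, none past the threshold, were Glrx, Stag3 and Rbm47. Glrx (ENSMUSG00000021591), which encodes glutaredoxin, was at 45.4 ± 1.39 CPM in untreated cells, 32.6 ± 1.53 in siLuc and 47.1 ± 1.27 in siStag3. Its log2 fold change in siStag3 against siLuc was 0.53 (SE 0.0703, edgeR adjusted p 0.329), and the adjusted p was 0.00628 with the set covariate. Rbm47 (ENSMUSG00000070780), which encodes an RNA-binding protein, was at 14.8 ± 0.396, 19.7 ± 0.626 and 13.2 ± 1.25 CPM in the same order. It differed by -0.57 (SE 0.0956, edgeR adjusted p 0.709), and by -0.57 with an adjusted p of 0.0277 with the set covariate. Tmem50a (ENSMUSG00000028822) was at 37.4 ± 2.65, 27.3 ± 2.06 and 38.7 ± 3.26 CPM. It differed by 0.50 (SE 0.0960, edgeR adjusted p 1), and the adjusted p was 0.0221 with the set covariate. In these 3 genes siStag3 lay near untreated cells, at log2 differences of 0.05 for Glrx, -0.16 for Rbm47 and 0.05 for Tmem50a with the set covariate. The same fit placed siLuc apart from untreated cells, by -0.48 for Glrx, 0.41 for Rbm47 and -0.45 for Tmem50a (edgeR adjusted p 0.00134, 0.018 and 0.00355). Without the set these differences did not pass (edgeR adjusted p 0.0941, 0.42 and 0.385). Stag3 was the only one of the 4 genes whose siStag3 level passed the threshold against both other groups with the set covariate.

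**Figure D2:**
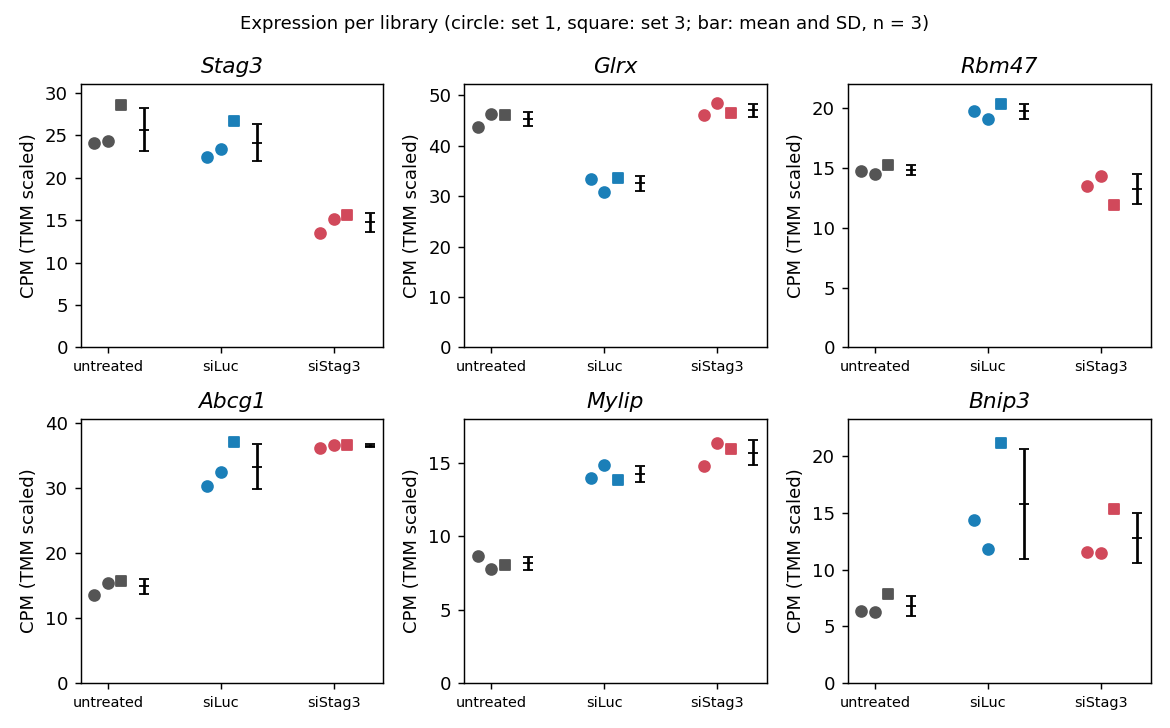
CPM scaled by TMM factors (y axis, from 0) of 6 genes in 9 libraries, by group on the x axis; circles are Set 1, squares are Set 3, and the bar beside each group is the mean and SD of 3 libraries. Stag3 is lowest in siStag3 (14.8 CPM), Glrx is lowest and Rbm47 highest in siLuc (32.6 and 19.7 CPM), and Abcg1, Mylip and Bnip3 are higher in both transfected groups than in untreated cells.

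The comparison of siLuc with untreated cells gives the background for the knockdown, in cells that were transfected without a loss of Stag3. The main edgeR test called 1 gene, Abcg1, and 1220 genes had an unadjusted p under 0.05. When the set was included 598 genes passed, 235 higher and 363 lower (39.3% higher), and with the GC correction 1017 passed, of which 458 were among the 598. The share of higher genes was 21.2% when libraries were scaled by total count only. The median absolute log2 fold change of the 598 genes was 0.389, and 23 of them changed by at least 1. The correlation across genes of the Set 1 and Set 3 differences was 0.745, and 0.608 after the GC correction.

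Abcg1 (ENSMUSG00000024030), which encodes a sterol transporter, rose from 14.9 ± 1.16 CPM in untreated cells to 33.3 ± 3.52 in siLuc. The log2 fold change was 1.16 (SE 0.0986, edgeR adjusted p 0.00646). Leaving out 1 library took the adjusted p above 0.05 in 3 of 6 fits. In the fit with the set covariate, the other large rises were Slc16a3 (2.24, SE 0.225, edgeR adjusted p 0.000335) and Bnip3 (1.19, SE 0.105, adjusted p 0.000115). The largest falls were Crygd (-1.21), AA986860 (-1.11) and Htr5a (-1.14), with edgeR adjusted p of 0.00498, 0.00415 and 0.0114. None of these 5 genes passed in the fit without the set, where the adjusted p was 0.197 for Bnip3 and 0.58 for the others.

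siStag3 against untreated cells combines transfection and the lowering of Stag3. The main edgeR test called 2 genes, Abcg1 and Mylip, and 847 genes had an unadjusted p under 0.05. Abcg1 was at 36.5 ± 0.246 CPM in siStag3, a log2 fold change of 1.30 (SE 0.0987, edgeR adjusted p 0.00243). Mylip (ENSMUSG00000038175), which encodes a ubiquitin ligase of the LDL receptor, was at 8.15 ± 0.445 CPM in untreated cells and 15.7 ± 0.837 in siStag3. Its log2 fold change was 0.94 (SE 0.0959, edgeR adjusted p 0.0163), and in siLuc it was 0.80 (adjusted p 0.0669). Leaving out 1 library took the adjusted p of Mylip above 0.05 in 5 of 6 fits, and that of Abcg1 in none. When the set was included 361 genes passed, 153 higher and 208 lower (42.4% higher, against 28.1% with scaling by total count only). With the GC correction 932 passed, of which 357 were among the 361. The correlation across genes of the Set 1 and Set 3 differences was 0.284, and 0.519 after the GC correction. Under the set covariate, 199 genes passed in both contrasts against untreated cells, all 199 in the same direction. Both contrasts share the untreated libraries, so they are not independent.

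The largest rises in siStag3 against untreated cells with the set covariate, besides Abcg1, were Slc16a3 (2.40, SE 0.222, edgeR adjusted p 9.96e-05) and Tgm3 (1.49, SE 0.148, adjusted p 0.000149). The largest falls were Bpifb5 (-1.14), Brachyury, listed under the symbol T (-1.06), and Lad1 (-0.97), with edgeR adjusted p of 0.00759, 0.0294 and 0.00362. In the fit without the set the adjusted p was 0.0531 for Tgm3 and between 0.286 and 0.781 for the other 4 genes.

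The 5 gene lists address whether the lowering of Stag3 moved the naive or primed state, the cohesin genes, the microRNA pathway or the interferon genes. An interferon response shared by both siRNA treatments can show only against untreated cells. In siStag3 against siLuc, no list passed the threshold in the fit without the set (camera with Benjamini-Hochberg adjustment over 5 lists), and no listed gene passed over all genes tested. The median log2 fold change was 0.04 for the 16 naive genes (adjusted p 0.989, 11 higher) and -0.05 for the 16 formative and primed genes (adjusted p 0.641, 7 higher). It was -0.07 for the 17 cohesin genes (adjusted p 0.212, 3 higher) and -0.05 for the 25 microRNA pathway and P-body genes (adjusted p 0.146, 6 higher). The 14 interferon genes that were tested, of 22 listed, had a median of -0.02 (adjusted p 0.989, 7 higher). Leaving out the siStag3 library of Set 3 moved a list most, taking the cohesin median to 0.07 (adjusted p 0.46). The set covariate changed 2 calls: the cohesin list (median -0.09) and the microRNA list (median -0.07) passed, both with a camera adjusted p of 0.0272. With the GC correction the adjusted p rose to 0.440 for the cohesin list and 0.125 for the microRNA list. The unadjusted camera p of the microRNA list was 0.0109 before the GC correction and 0.0250 after it. Median GC content was 42.3% for the cohesin genes, 48.1% for the microRNA list and 49.1% for the naive list.

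Among the 5 lists, 1 gene passed in siStag3 against siLuc in the fit without the set when adjusted over its list alone, and is named here after its values were seen. Dppa3 (ENSMUSG00000046323), a naive pluripotency gene, was at 44.0 ± 6.16 CPM in untreated cells, 34.7 ± 2.35 in siLuc and 24.2 ± 2.51 in siStag3. Its log2 fold change was -0.52 (SE 0.120), with an edgeR adjusted p of 0.0253 over the list and 1 over all genes. After the set was included these were 0.00339 and 0.168. The formative gene Lef1 passed over its list with the set covariate (-0.40, SE 0.0945, edgeR adjusted p 0.0129 over the list and 0.267 over all genes). Dppa3 and Lef1 were also lower in siLuc than in untreated cells with the set covariate (-0.34 and -0.24, edgeR adjusted p 0.0659 and 0.112). With the GC correction these were -0.42 and -0.30 (adjusted p 0.043 and 0.0391). In siStag3 against untreated cells, Dppa3 differed by -0.86 with the set covariate (edgeR adjusted p 0.000781 over all genes). Without the set it differed by -0.87 (edgeR adjusted p 0.0604 over all genes). The pluripotency gene Nanog, also named after its values were seen, differed by 0.04 between siStag3 and siLuc (SE 0.0918, edgeR adjusted p 1).

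Against untreated cells, the formative and primed list was higher in both transfected groups. Its median with the set covariate was 0.13 in siLuc (13 of 16 higher, camera adjusted p 0.0276) and 0.19 in siStag3 (11 of 16 higher, adjusted p 0.0408). In the fit without the set the adjusted p was 0.0809 and 0.314. The GC correction gave medians of 0.23 and 0.24, with camera adjusted p of 4.485e-05 and 0.00135. Under scaling by total count only the medians were 0.08 and 0.14, with camera adjusted p of 0.0395 and 0.0543. Some members fell, and are named here after their values were seen. With the set covariate, 7 members passed over the list alone in siStag3. Of these, Lef1 (-0.65, edgeR adjusted p 0.00234 over all genes) and Grhl2 (-0.40, 0.0692) fell and the others rose. In siLuc 4 members passed, of which Grhl2 (-0.31, edgeR adjusted p 0.0904 over all genes) fell and the others rose. The interferon list did not pass against untreated cells. Its median with the set covariate was 0.10 in siLuc (8 of 14 higher, camera adjusted p 0.451) and 0.03 in siStag3 (9 of 14 higher, adjusted p 0.535). The siStag3 median was -0.01 under scaling by total count only, where the median of all genes was -0.05. The interferon genes Rsad2 (1.40, SE 0.418) and Ifit2 (0.94, SE 0.259), named after their values were seen, passed over the list alone in siStag3 against untreated with the set covariate. The edgeR adjusted p was 0.0337 for both over the list, and 0.101 and 0.0799 over all genes. Rsad2 and Ifit2 were at 0.86 and 0.51 in siLuc against untreated (edgeR adjusted p 0.219 and 0.23 over all genes). They were at 0.54 and 0.43 in siStag3 against siLuc (edgeR adjusted p 0.737 and 0.699 over all genes). The cohesin list had a median of 0.16 in siLuc with the set covariate (14 of 17 higher, camera adjusted p 0.0269) and of -0.00935 with the GC correction (adjusted p 0.721). Its member Rec8, named after its values were seen, was lower in siLuc with the set covariate (-0.35, edgeR adjusted p 0.0329 over all genes). In siStag3, where 12 of 17 members were higher than in untreated cells, Rec8 was also lower (-0.48, edgeR adjusted p 0.0072). No cohesin gene passed over all genes in the fit without the set.

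**Figure D3:**
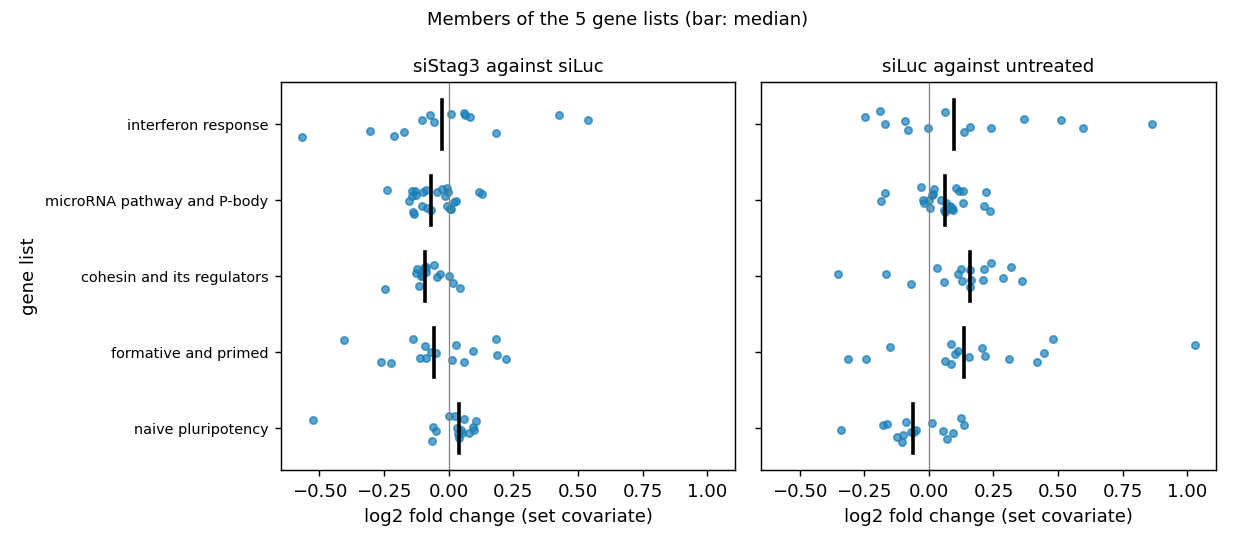
Log2 fold change with the set covariate (x axis) of the members of 5 gene lists (y axis), with siStag3 against siLuc on the left and siLuc against untreated on the right; each point is a gene and each bar the list's median. In siStag3 against siLuc the cohesin median is -0.09 and the naive median 0.04; the GC correction, not drawn, took the cohesin list's adjusted p to 0.440.

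The differences followed the GC content of the genes. In the fit with the set covariate, the Spearman correlation across 14226 genes of log2 fold change with GC content was 0.373 for siStag3 against siLuc, -0.484 for siLuc against untreated and -0.311 for siStag3 against untreated. After the correction these were 0.00804, 0.0290 and 0.0340. The difference of Set 3 from Set 1 had a correlation of 0.471.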

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

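The set covariate and every alternative run on the fit that holds it, the GC correction, thinning, the removal of mitochondrial and highest genes, and Set 1 alone were chosen after the data were seen. The other alternatives were chosen before. No paired analysis was possible on the replicate numbers of the labels because the columns carry set and experiment numbers in their place. Within Set 1 each group had 1 library of experiment 1 and 1 of experiment 3, so a block by experiment was possible there. It was not run, so the effect of the experiment number on the counts is not known. The cause of each change below was not tested unless a value is given for it.

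The counts of genes past the threshold depended on the test, on the set term and on the libraries used. For siStag3 against siLuc, the count was 0 in the fit without the set (307 at an unadjusted p under 0.05), 7 with the DESeq2 Wald test, 4 with the set covariate and 4 in Set 1 alone, and 0 in each of the 6 fits that left out 1 library. For siLuc against untreated it was 1 in the fit without the set, 56 with DESeq2, 598 with the set covariate, 298 in Set 1 alone, and 0 to 1 across the 6 fits that left out 1 library. For siStag3 against untreated it was 2 in the fit without the set, 4 with DESeq2 size factors, 5 with total count only, 73 with DESeq2, 1 with only the 6 libraries compared and 1 at an absolute log2 fold change of at least 1. It was 361 with the set covariate, 949 in Set 1 alone, and 1 to 11 across the 6 fits that left out 1 library. The biological coefficient of variation was 14.6% without the set covariate and 7.62% with it.

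Where each fit held the set covariate, siStag3 against siLuc gave 4 genes, 22 with DESeq2, 1 with only the 6 libraries compared, 0 at an absolute log2 fold change of at least 1 (49 genes of that size at an unadjusted p under 0.05), 51 with the GC correction, and 0 to 4 across the 6 fits that left out 1 library. siLuc against untreated gave 598, 1328 with DESeq2, 1801 with only the 6 libraries compared, 23 at a log2 fold change of at least 1, 1017 with the GC correction, and 111 to 387 across the fits that left out 1 library. siStag3 against untreated gave 361, 31 at a log2 fold change of at least 1, 932 with the GC correction, and 78 to 1591 across the fits that left out 1 library. The count of 1591 came without the siStag3 library of Set 3. On simulated data the test with the set covariate made 18 false calls among 170.

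The fall of Stag3 in siStag3 against siLuc kept its direction under every alternative run. It was not past the threshold in the fit without the set (-0.71, adjusted p 0.605), and passed it with DESeq2 (-0.705, adjusted p 9.08e-05), the set covariate (-0.7069, 0.00205), the set covariate with the GC correction (-0.69, 6.39e-06) and Set 1 alone (-0.6778, 0.0213). It ran from -0.7547 to -0.6305 across the 6 fits that left out 1 library, and none of these passed. The small difference in siLuc against untreated ran from -0.1625 to 0.000968 across the 6 fits that left out 1 library, and changed sign without the untreated library of Set 3.

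Among the lists in siStag3 against siLuc, the cohesin list passed with the set covariate (-0.09088, adjusted p 0.0272) but was reversed in Set 1 alone (0.0154). It ran from -0.146 to 0.07024 across the fits that left out 1 library, and 2 of these 6 passed. The microRNA and P-body list passed with the set covariate (-0.06786, adjusted p 0.0272) and was -0.009617 in Set 1 alone (adjusted p 0.452). It ran from -0.06471 to -0.007526 across the 6 fits that left out 1 library, and none of these passed. The value of -0.007526 came without the siStag3 library of Set 3. The formative list was reversed at a mean of at least 50 counts (0.008951) and ran from -0.06009 to 7.989e-05 across the fits that left out 1 library. The naive list ran from -0.0008059 to 0.0635 in those fits, and the interferon list from -0.127 to 0.01124.

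Stag1 in all 3 contrasts and Stag2 in siStag3 against siLuc changed sign under some alternatives. In siStag3 against siLuc, Stag1 ran from -0.2257 to 0.1386 across the fits that left out 1 library. For siLuc against untreated it ran from -0.04158 to 0.271 in those fits and was -0.03842 with the set covariate and the GC correction. For siStag3 against untreated it ran from -0.1196 to 0.262 in those fits, and was -0.01007 with total count only and -0.06663 with the set covariate and the GC correction. Stag2 in siStag3 against siLuc ran from -0.1947 to 0.1055 across those fits, and was 0.003207 with the set covariate and the GC correction and 0.0645 in Set 1 alone. Stag2 stayed higher than in untreated cells under all alternatives run, at 0.2762 to 0.4442 in siLuc and 0.1637 to 0.464 in siStag3 across the fits that left out 1 library. Over the 23 differences of named genes besides the Stag3 differences given above, 322 alternatives were run: 245 left the direction and the side of the threshold as they were, 56 took a difference past the threshold, 9 took it out and 12 reversed it. The 12 were all of Stag1 or Stag2, and 29 of the 56 had the set covariate in the fit.

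With 3 libraries per group and no set term, the test recovered 10.1% of simulated changes of 0.5 in log2, so differences of that size between the groups were mostly not detectable in the fit without the set.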

Other observations

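All tests in this part were chosen after the result they bear on was seen, apart from the splits of the libraries without the set covariate.

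The counts of genes were compared with those from other splits of the same 6 libraries. Without the set, siStag3 against siLuc gave 0 genes (307 at an unadjusted p under 0.05), so all 10 of the 10 splits gave as many by definition and nothing was tested. For siLuc against untreated 1 of the 10 splits gave as many genes, and for siStag3 against untreated 2 of the 10 did. The other split of the last comparison gave 2719 genes. It put both Set 3 libraries and the untreated library of Set 1, experiment 1, on the same side. That untreated library lies nearest to Set 3 among the Set 1 libraries on the first principal component, at -2.70. The 3 other splits that put both Set 3 libraries with a Set 1 library gave 0 genes each, so the set alone does not account for the 2719 genes. For the fit with the set covariate, only splits that kept the sets balanced were run. For each of the 3 contrasts 1 of the 6 splits, the real one, gave as many genes (4, 598 and 361), and the other 5 gave 0 genes each. Neither 10 nor 6 splits can give a share under 0.05, so the counts above 0 cannot be told apart from an accidental split by this test alone.

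The difference between sets may partly come from a GC bias that varies between libraries. The Spearman correlation across genes of the Set 3 against Set 1 difference with GC content was 0.471. This does not separate a technical GC bias from a change in expression of genes that differ in GC content. No biological explanation of the set was tested, since the labels do not say what a set is.

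The genes called against untreated cells with the set covariate were tested against 3 technical explanations. After a GC correction of each library, the count was 1017 in siLuc and 932 in siStag3, more than before. After all libraries were thinned to the smallest total, it was 587 and 322, with 511 of the 598 and 306 of the 361 genes called again. Without the mitochondrial genes and the 10 genes of highest count, it was 590 and 361, with 578 and 350 of the genes called again. The GC correction called 458 of the 598 and 357 of the 361 genes again, so the other genes among the 1017 and the 932 were different ones. Most of the genes first called thus passed under each of the 3 corrections taken singly. The differences from untreated cells in Set 1 and Set 3, from libraries that do not overlap, had correlations across genes of 0.745 in siLuc and 0.284 in siStag3, and of 0.608 and 0.519 after the GC correction. This speaks against an accidental split, which the splits themselves were too few to test. A response to transfection remains a hypothesis.

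Across the genes with a mean of at least 3 log2 CPM, the siStag3 against siLuc differences of the sets were hardly correlated, although the 4 genes called with the set covariate, chosen on both sets together, kept their direction in both. The correlation across 9060 genes of the Set 1 and Set 3 differences was -0.0713, and 0.18 after a GC correction. Within Set 1, the differences of disjoint library pairs had correlations of 0.146 when matched by experiment number and 0.341 when crossed. Matched pairs were also lower for siLuc against untreated (0.375, and 0.618 crossed). They were higher for siStag3 against untreated (0.683, and 0.489 crossed). In Set 3 the siLuc and siStag3 libraries have different experiment numbers. The Spearman correlation of log2 CPM was 0.9965 between the untreated and siStag3 libraries of experiment 5. It was 0.9929 and 0.9924 between these and the siLuc library of experiment 1, where the experiment differs as well as the group. A difference between experiments is a possible explanation of the low correlation between the sets. Yet siLuc against untreated also crosses experiment numbers in Set 3 and had a correlation of 0.745, while siStag3 against untreated, within experiment 5 in that set, had 0.284. After the GC correction these were 0.608 and 0.519, so the contrast between them was small. The experiment number thus cannot be told apart from a small effect of the knockdown on single genes. GC bias may account for part of it, since the correction raised the value.

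Glrx, Tmem50a and Rbm47 set siLuc apart from both other groups, which raised the hypothesis that the difference between siStag3 and siLuc lies mainly in the siLuc libraries. Among 47 genes with an unadjusted p under 0.001 for siStag3 against siLuc with the set covariate, siStag3 was nearer to untreated than siLuc in 22, or 46.8%. After the GC correction it was 45.9% of 135 genes. The hypothesis was not borne out for the genes as a whole. For these 3 genes themselves the test says nothing, since they prompted it.

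The lower cohesin list in siStag3 against siLuc with the set covariate is a candidate for a GC effect. Its camera adjusted p went from 0.0272 to 0.4402 with the GC correction, and that of the microRNA pathway and P-body list from 0.0272 to 0.125. The cohesin genes have a median GC content of 42.3%, and the microRNA list 48.1%, near the 49.1% of the naive list. The unadjusted p of the microRNA list was 0.0109 before and 0.02501 after the correction, so part of the rise in its adjusted p comes from the other lists. The median of the microRNA list was -0.07 before and -0.04 after. Without the set, the median of the microRNA list was -0.0075 when the siStag3 library of Set 3 was left out. It was -0.0096 in Set 1 alone, so its fall depended largely on Set 3. Neither list passed the threshold after the correction, and a response of the microRNA list to the lowering of Stag3 was not ruled out.

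Abcg1 and Mylip, and the rises of Slc16a3 and Bnip3, raised the hypothesis that transfection acts on sterol sensing and on the hypoxia response. 3 lists were written after these genes were seen, without Abcg1, Abca1, Mylip, Rnf145, Bnip3, Slc16a3 and Ldha. In siLuc against untreated with the set covariate, 21 of 25 hypoxia genes were higher (Aldoa counted under 2 identifiers), with a median log2 fold change of 0.19 and a camera adjusted p of 4.633e-08. The GC correction gave 2.728e-16. Of 18 sterol synthesis genes, 3 were higher, with a median of -0.14 and an adjusted p of 0.002038, and 3.223e-06 after the correction. For 11 targets of the sterol sensor LXR, 6 were higher with a median of 0.00926 and an adjusted p of 0.173, and 0.0001036 after the correction. Under scaling by total count only, where the median of all genes was -0.05, the medians were -0.04 for LXR targets, 0.14 for hypoxia and -0.20 for sterol synthesis. In siStag3 against untreated the hypoxia median was 0.20 (21 of 25 higher) and the sterol synthesis median -0.10 (4 of 18 higher), with camera adjusted p of 3.817e-12 and 0.01834. The LXR targets had a median of 0.04 there (6 of 11 higher), with an adjusted p of 0.008602, and 7.372e-06 after the GC correction. Their members went both ways with the set covariate. Scd1 (0.54), Srebf1 (0.35) and Scd2 (0.34) were highest, and Arl4c (-0.30) and Apoe (-0.25) were lowest. The small p of the LXR targets thus does not mean that they rose as a whole. The hypoxia and sterol synthesis differences passed the threshold before and after the GC correction in both contrasts. In siStag3 against siLuc, the sterol synthesis list had a median of 0.04 with the set covariate (14 of 18 higher, camera adjusted p 0.1598), and of 0.04 with an adjusted p of 0.03978 after the GC correction. The hypoxia list and the LXR targets did not pass there in either fit. Both transfected groups share the same untreated libraries, and a difference in culture density or handling between untreated and transfected cells was not tested, so a response to the siRNA or to the transfection reagent cannot be told apart from it.

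In 18 genes, a library had 0 counts while another library of the same group had 50 or more. For example, Gm14288 had 737, 0 and 554 counts in the 3 untreated libraries, and Gm14440 had 0, 807 and 0. A candidate explanation is that reads shared by near-identical copies were assigned to one copy or the other in each library. All 18 genes, or 100%, share over 50% of their 31-base sequences with another gene, against 12 of 180 genes (6.67%) of matched mean count (Fisher's exact test, two-sided, p = 5.61e-18). The counts of such genes are uncertain, and no biological explanation was tested. The counting tool is not stated, so it is not known whether the deposited values are read counts or rounded estimates.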
